A study of Arabidopsis thaliana with 9 samples. Its data were reported in "Heat stress promotes Arabidopsis AGO1 phase separation and association with stress granule components" (2024).

How the data were processed

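nanoPARE libraries (nano-parallel analysis of RNA ends, a method that captures 5′ ends of RNA, including the uncapped 5′ ends of the 3′ fragments left by miRNA-guided cleavage) were analysed from Arabidopsis thaliana Col-0 seedlings. Seedlings were 7 days old and fell into 3 groups: Control, HS (heat stress, 1 h at 37°C) and Recovery (1 h at 37°C and then 2 h at 22°C). Each group held 3 libraries, which the series describes as biological replicates. Groups and replicate numbers were taken from the sample titles.

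The authors processed the reads with the public nanoPARE pipeline, and per the labels the genome build was TAIR10. The pipeline version, the aligner settings and the set of miRNAs searched are not given in the sources used here. The deposited list of each library holds 1 line per miRNA-target pair and candidate slice site, and replicates were not pooled. The slice-site signal was deposited by the authors in RPM, reads scaled to the size of the library. The deposited ratio, called fold here, is the slice-site RPM plus 1 divided by a local background RPM plus 1, as solved from the values. The deposited p-value is an adjusted p per site from the authors' pipeline, and the lists were not filtered on it, since they run up to values near 1. The Allen score deposited by the authors is a mismatch penalty of the miRNA-target duplex, where 0 is a perfect match and 6 the highest listed value. The deposited slice-site positions count along the transcript.

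The commonest RPM value of a library was taken as the value of 1 read, which gives implied totals of 2331769 to 4609739 reads per library. Between 89.2% and 94.1% of the values of a library were whole multiples of it within 0.01 of a read. Because the remaining values were fractions of a read, read counts were not taken as recovered and no count model was fitted. The median listed site held 1 read in every library, so that single sites carry a large counting error, and PCR copies of a molecule could not be told from separate molecules. A site that a library did not list was entered as 0 RPM, which may stand for few reads as well as for none.

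Lists of genes, tests, alternatives and the rule for naming genes were fixed before the data were examined. At that time the first and last lines of a supplementary nanoPARE table of the study had been seen, and no value was taken from it. The lists were 142 known loci of miRNA targets paired with their miRNA family, heat shock proteins and factors, photosynthesis genes, root markers, small RNA machinery genes and conserved miRNA families. Text names were given to sites with adjusted p under 0.05 (at most 15 per contrast by smallest p), known pairs listed in at least 6 of the 9 libraries, AGO1, AGO2 and DCL1, the heat shock and photosynthesis genes with the largest summed RPM, pairs with the authors' adjusted p under 0.05 in at least 2 replicates of each group, and the miRNA families with the largest summed RPM.

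Values per library were compared by exact permutation over all 280 splits of the 9 libraries into 3 sets of 3, and by two-sided exact permutation tests of 3 against 3 libraries, whose smallest p is 0.1. A pair was counted in a group when at least 2 of its 3 replicates listed it. The number of pairs found in 1 group only was set against the same number in the 280 splits. Similarity of libraries was the Jaccard index of their pairs. For single sites, limma (3.58.1, R 4.3.3, lmFit and eBayes with a trend) was fitted to log2(RPM + 1) of the 322 sites listed in at least 3 of the 9 libraries, with all 9 libraries in 1 fit and Benjamini-Hochberg adjustment over sites at a threshold of 0.05. Fold changes are on this log2(RPM + 1) scale, which understates changes of low sites. Gene lists with at least 5 tested sites were tested with fry, which asks whether the sites of a list move on balance in 1 direction, and with camera, which compares a list with the other sites, at a preset correlation of 0.01 and at an estimated one. Signal of miRNA families was summed over pairs with the authors' adjusted p under 0.05 in at least 1 library and tested with limma over 12 families. Tables were handled in Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3.

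Target sequences and coordinates were obtained by matching the miRNA to the transcript in the TAIR10.1 reference, with at most 3 mismatches. This placed 31 of the 42 known sites, and coordinates are 1-based in that build. For 5 of them the deposited position was 1 less than the base that pairs with miRNA base 10, and 26 were shifted by 6 to 706 bases, for a cause that was not tested. The coordinates given are those of the sequence match and not of the deposited position.

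The site test was tested on simulated data drawn for the comparison of HS with Control over the 322 sites, in 10 repeats. It recovered 32 of 200 planted 4-fold changes (16%) and 157 of 188 planted 16-fold changes (83.5%), and 7 of its 196 calls (3.57%) were at sites without a planted change. The spread between simulated replicates was preset and not estimated from these libraries. The share of false calls and the recovery in the real data may therefore differ. Simulated sites listed too rarely to be tested are not in these counts. Planted sites were not shown to match the signal of real sites that fall from Control. The shares may therefore overstate recovery of such falls, which was not tested. Alternatives covered the filters on listed pairs, the number of replicates needed, the pseudocount, the filter on sites, scaling, the groups in the fit, the replicate number as a block, and each library left out in turn. RNA-seq and small RNA libraries of the study were not analysed here.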

Results

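To ask which transcripts miRNAs cleave during heat stress and recovery, RNA ends were captured by nanoPARE from 7-day-old Arabidopsis Col-0 seedlings kept as Control, heated for 1 h at 37°C (HS), or heated and returned to 22°C for 2 h (Recovery), with 3 biological replicates per group. The lists of candidate slice sites held 3041 lines at 1662 sites over the 9 libraries, of which 1057 sites (63.6%) were listed in exactly 1 library and 13 in all 9. Implied totals ran from 2331769 to 4609739 reads per library, and their means in HS and Recovery were 1.19 and 1.35 times that in Control. A read was worth 0.364 ± 0.0582 RPM in Control, 0.306 ± 0.0480 RPM in HS and 0.272 ± 0.0488 RPM in Recovery (SD, n = 3). The authors' adjusted p was under 0.05 for 126 lines (4.14%). Sites in known miRNA targets stood apart, with 68 of 107 lines (63.6%) under 0.05, a median Allen score of 2.5 and a median fold over local background of 1.33. Lines outside the known targets and heat shock genes had 55 of 2879 (1.91%) under 0.05, a median Allen score of 5.5 and a median fold of 0.803.

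Control libraries listed 380 ± 53.1 miRNA-target pairs, HS libraries 318 ± 56.2 and Recovery libraries 315 ± 56.5 (SD, n = 3), a difference within the spread between replicates (exact permutation p = 0.346). Pairs with the authors' adjusted p under 0.05 numbered 21 ± 5 in Control, 8 ± 1 in HS and 13 ± 4.58 in Recovery (SD, n = 3; exact permutation over the 3 groups, p = 0.0429). Pairs of conserved miRNA families made up 24.1% ± 2.16 of the pairs in Control, 20.4% ± 2.02 in HS and 20.0% ± 2.15 in Recovery (SD, n = 3), which did not pass the test (exact permutation p = 0.0893). Without Recovery replicate 2 this p was 0.0464.

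Cleavage ends at the known miRNA targets that were listed, 41 of 142 known loci, were less abundant after heat. These targets are mainly transcription factors of development, among them the auxin response factors (ARFs) and the HAIRY MERISTEM (HAM) factors that maintain shoot meristems. Their summed slice-site signal was 27.9 ± 6.28 RPM in Control, 3.37 ± 2.52 RPM in HS and 4.97 ± 2.57 RPM in Recovery (SD, n = 3). The Control mean was 8.26 times the HS mean (12.9 times without HS replicate 1 and 5.95 times without HS replicate 2) and 5.61 times the Recovery mean (4.33 times without Recovery replicate 1). The 3 groups differed by exact permutation (p = 0.0179), while each comparison with Control reached 0.1, the smallest p that an exact test of 3 against 3 libraries allows. All Control libraries, at 22.7 to 34.9 RPM, lay above all others, at 0.753 to 6.80 RPM. As a share of the RPM of all listed pairs, known targets held 8.83% ± 1.93 in Control, 1.12% ± 0.724 in HS and 2.97% ± 1.17 in Recovery (SD, n = 3; exact permutation p = 0.00714). These signals rest on few reads, 78.5 ± 23.8 per Control library, 10.3 ± 7.02 per HS library and 19 ± 10.8 per Recovery library.

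**Figure D1:**
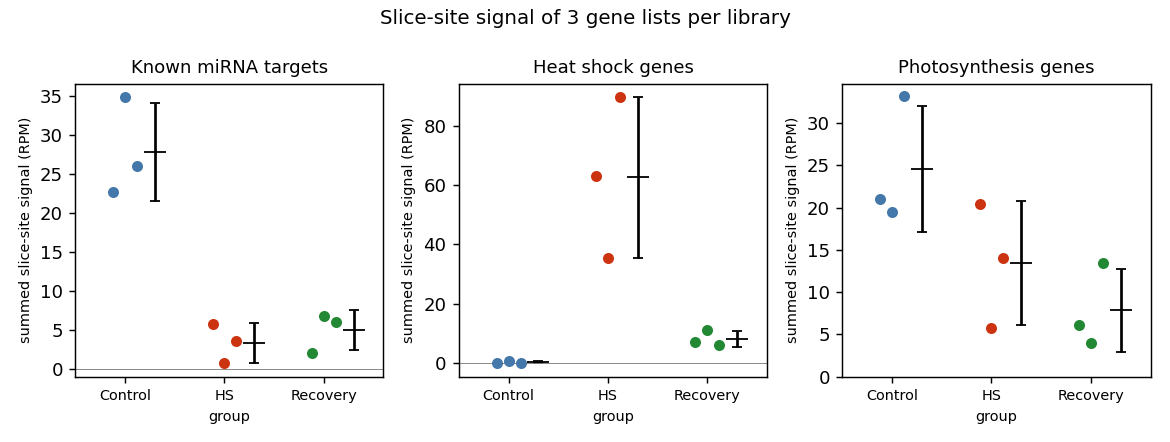
Summed slice-site signal in RPM (vertical axis) of known miRNA targets, heat shock genes and photosynthesis genes in the 3 groups (horizontal axis). Points are libraries, and black marks give the mean and SD of 3 replicates. Known targets had 27.9 RPM in Control and 3.37 RPM in HS, and heat shock genes had 62.7 RPM in HS and 8.06 RPM in Recovery.

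Between HS and Control, the signal fell at 5 sites, all of them in known miRNA targets. ARF10, an auxin response factor cleaved under the guidance of miR160a-5p, had 4.74 ± 0.756 RPM in Control and was listed in no HS library, a log2 change of −2.51. ARF17, a related factor with the same miRNA, fell from 4.25 ± 2.46 RPM to 0.641 ± 0.385 RPM, a log2 change of −1.58. HAM1 and HAM2, targets of miR171a-3p, had 2.68 ± 0.683 and 1.48 ± 0.582 RPM in Control. HAM1 was listed in no HS library and HAM2 in 1, at a mean of 0.109 ± 0.188 RPM, with log2 changes of −1.86 and −1.15. ARF8, an auxin response factor targeted by miR167a-5p, fell from 1.99 ± 1.62 to 0.109 ± 0.188 RPM, a log2 change of −1.31 (SD, n = 3 throughout). The limma adjusted p was 6.98e-05 for ARF10, 0.00793 for HAM1, 0.0427 for HAM2 and ARF8, and 0.0467 for ARF17. In the 9 fits that left out 1 library, ARF10 passed in 9, HAM1 in 7, ARF8 and ARF17 in 1 each and HAM2 in 0. A log2 change against a group listed at 0 depends on the pseudocount and sets no bound.

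The miRNA sites of these targets were found in the TAIR10.1 reference. The ARF10 site AGGAATACAGGGAGCCAGGCA lies at chromosome 2, 12115741 to 12115761, in the coding part of exon 2 of 4, and the ARF17 site TGGCATGCAGGGAGCCAGGCA at chromosome 1, 29274189 to 29274209, in the coding part of exon 2 of 3. HAM1 (chromosome 2, 18619128 to 18619148) and HAM2 (chromosome 3, 22411544 to 22411564) are single-exon genes and carry the same site, GATATTGGCGCGGCTCAATCA, within their coding sequence and with 0 mismatches to miR171a-3p. The ARF8 site TAGATCAGGCTGGCAGCTTGT lies at chromosome 5, 14633841 to 14633861, in the coding part of exon 13 of 14. The AGO2 site GGAGTTTGTGCGTGAATCTAA lies in the 3′ UTR, in exon 3 of 3, at chromosome 1, 11185223 to 11185243.

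**Figure D2:**
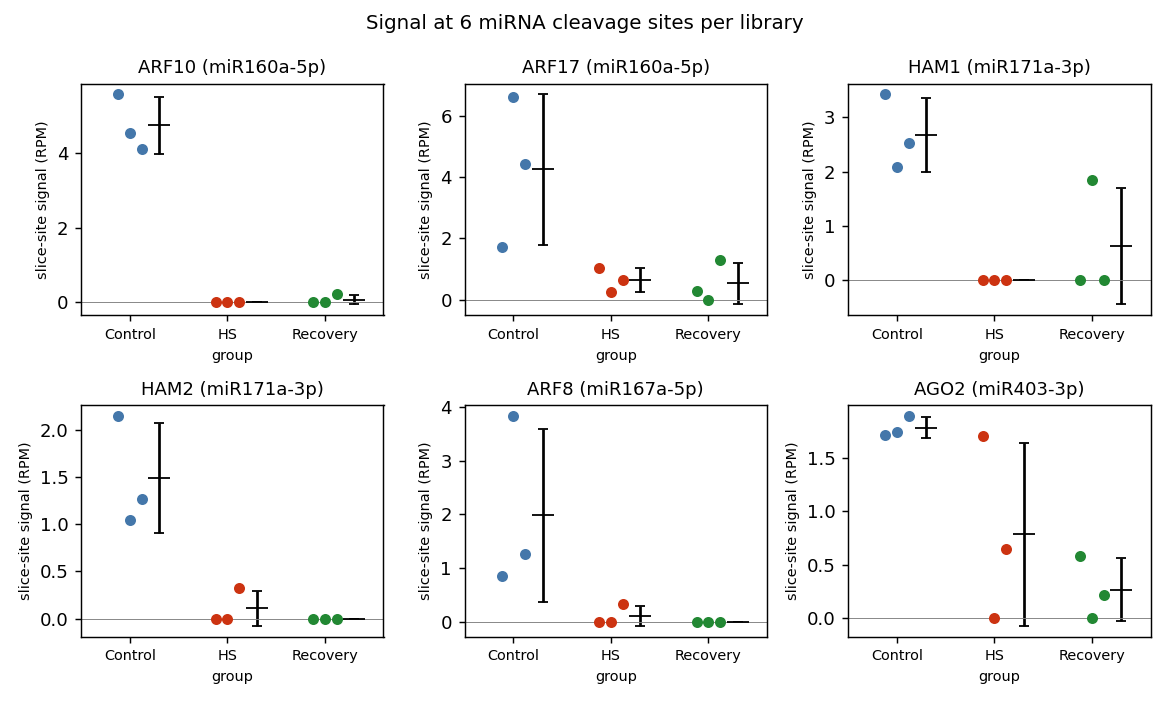
Slice-site signal in RPM (vertical axis) at 6 miRNA target sites in the 3 groups (horizontal axis). Points are libraries, with sites not listed drawn at 0, and black marks give the mean and SD of 3 replicates. ARF10 had 4.74 RPM in Control and was listed in no HS library, and AGO2, which did not pass the site test, had 1.78 RPM in Control and 0.785 RPM in HS.

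Other known targets gave lower values in HS without passing the site test. AGO2, an Argonaute of antiviral defence and target of miR403-3p, had 1.78 ± 0.0961 RPM in Control and 0.785 ± 0.859 RPM in HS. GRF3, a growth-regulating factor targeted by miR396a-5p, had 2.66 ± 2.04 and 0.419 ± 0.230 RPM. AFB2, an auxin receptor targeted by miR393a-5p, had 1.22 ± 0.559 and 0.0182 ± 0.0314 RPM (SD, n = 3). No line was listed for AGO1 or DCL1. Of the 15 known sites tested all had a lower log2 value in HS, 5 passed over all sites and 9 when adjusted over the list alone, with a median log2 change of −0.85 against −0.13 at the 298 other sites. At 11 of the 15 every Control library lay above every HS library, against 33 of all 322 tested sites and at most 5% by chance, and 8 were listed in no HS library. Some of the 11 rest on very few reads. AGO2 counted by 1.715 RPM in Control replicate 1 against 1.702 RPM in HS replicate 1. SPL2, NAC1 and ARF16 counted by 0.316 RPM in Control replicate 3, the value of 1 read there, against HS libraries that did not list them. As a list the 15 sites fell (fry p = 8.86e-05, camera p = 0.00443 with an estimated correlation). Of the 15, 12 were listed in all 3 Control libraries, which by itself brings a site into the test. Over all 42 known sites listed in any library, 31 had a lower value in HS and 5 a higher one, with a median log2 change of −0.19 and 3 sites passing (fry p = 0.00121, camera p = 0.00904 with an estimated correlation).

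Signal at heat shock genes rose in HS. The small heat shock protein HSP17.8, a cytosolic chaperone, had 26.04 ± 11.7 RPM in HS and 0.116 ± 0.201 RPM in Control, a log2 change of 4.50. HSP17.6B and HSP17.6A-CI, of the same chaperone class, had 10.1 ± 4.69 and 9.76 ± 6.59 RPM in HS and were listed in no Control library. HSP70B had 4.26 ± 5.34 RPM, with 10.4 RPM in HS replicate 3 and at most 1.36 RPM in the others, and its call was lost without that replicate. At its site named for miR173-3p, HSP17.4 reached 3.22 ± 2.75 RPM. The mitochondrial HSP23.6-MITO reached 1.91 ± 1.09 RPM and HSP90.1 1.66 ± 0.640 RPM. Each of these sites was listed in no Control library (SD, n = 3). The list summed to 62.7 ± 27.1 RPM in HS, 8.06 ± 2.69 RPM in Recovery and 0.233 ± 0.403 RPM in Control, and the grouping gave the smallest exact permutation p that 280 splits allow (0.00357). All 9 tested sites were higher in HS, 7 passed over all sites and 9 when adjusted over the list alone (fry p = 8.24e-05, camera p = 0.00108 with an estimated correlation). The 7 became 4 with rescaled libraries and 3 without Control replicate 2, Control replicate 3 or HS replicate 3. HSP90.1 passed in 5 of the 9 fits without 1 library, HSP17.4 and HSP23.6-MITO in 4 each and HSP70B in 3. These lines were weak miRNA sites, with a median Allen score of 5.5, a median fold over local background of 0.247, and 3 of 55 lines (5.45%) with the authors' adjusted p under 0.05, all 3 at HSP90.1 with miR414, 1 of them in HS and 2 in Recovery.

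Outside the lists, the signal rose at 4 sites in HS. Fes1A, a co-chaperone of HSP70, had 7.27 ± 3.64 RPM and was listed in no Control library. The HSP70-like gene HSP70T-2 rose at 2 sites, to 1.49 ± 0.908 and 1.70 ± 1.65 RPM. AT4G14270, annotated as a protein that interacts with poly(A)-binding protein, had 2.52 ± 1.33 RPM in HS and 0.105 ± 0.182 RPM in Control (SD, n = 3). These too were weak miRNA sites, with Allen scores of 4.5 to 6 and the authors' adjusted p under 0.05 in no library. Without 1 library AT4G14270 passed in 7 of 9 fits and the HSP70T-2 sites in 2 and 1. In all, limma called 16 of 322 sites, 5 lower and 11 higher. With libraries rescaled to the same summed RPM, 7 sites were called, 1 lower and 6 higher. The balance turned to 6 lower and 5 higher without Control replicate 3. Over sites with the authors' adjusted p under 0.05 in at least 1 library it was 4 lower and 1 higher. The count was 5 without HS replicate 3, 6 without Control replicate 2, 8 without HS replicate 1 or Recovery replicate 3 and 10 without Recovery replicate 1. ARF10, HSP17.8, HSP17.6B, HSP17.6A-CI and Fes1A passed in every alternative that tested them.

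Known targets were also low after recovery relative to Control. The comparison uses the same Control libraries as that of HS, so the results are not independent. ARF10 fell to 0.0723 ± 0.125 RPM, a log2 change of −2.42, and ARF17 to 0.531 ± 0.683 RPM, a log2 change of −1.75. HAM2 and ARF8 were listed in no Recovery library, with log2 changes of −1.29 and −1.45 (SD, n = 3). HAM1 had 0.618 ± 1.07 RPM and AGO2 0.266 ± 0.294 RPM, neither past the site test. Of the 15 known sites 13 had a lower log2 value than Control and 2 a higher one (ORE1 and GRF1), 4 passed over all sites and 7 when adjusted over the list alone. In the fits without 1 library ARF17, ARF8 and HAM2 each passed in 2 of 9. At 8 of the 15 every Control library lay above every Recovery library, against 51 of all 322 tested sites (15.8%) and at most 5% by chance. Some of the 8 were narrow. NAC1 counted by 0.316 RPM in Control replicate 3 against 0.309 RPM in Recovery replicate 2, each the value of 1 read there. AFB2 counted by 0.631 against 0.618 RPM in the same libraries. As a list the 15 sites fell (fry p = 0.000255, camera p = 0.0183 with an estimated correlation), with a median log2 change of −0.79 against −0.14 at other sites. Over all 42 known sites 29 had a lower value and 9 a higher one, with a median log2 change of −0.17 and 2 sites passing (fry p = 0.00229, camera p = 0.0228 with an estimated correlation).

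Recovery also differed from Control outside the miRNA targets. LHCB1.3, a chlorophyll a/b-binding protein of the light-harvesting antenna, fell from 13.2 ± 4.37 to 1.195 ± 1.03 RPM, a log2 change of −2.75. TCTP, the growth regulator named translationally controlled tumour protein, fell from 8.87 ± 0.996 to 1.28 ± 0.416 RPM, and AT3G56020, which encodes ribosomal protein L41, from 1.97 ± 0.909 to 0.0443 ± 0.0767 RPM. These were weak miRNA sites, with Allen scores of 4.5, 4.5 and 6 and the authors' adjusted p under 0.05 in no library. HSP17.6B, at 3.68 ± 1.71 RPM, and a site of HSP17.4, at 1.38 ± 0.311 RPM, rose from being listed in no Control library (SD, n = 3). This HSP17.4 site was named for miR5015, and had 1.00 ± 0.0218 RPM in HS, where it was not called. The miR173-3p site of HSP17.4, called in HS, had 0.654 ± 0.509 RPM in Recovery and was not called against Control. Of the 9 fits without 1 library LHCB1.3 passed in 5, TCTP, AT3G56020 and HSP17.6B in 4 each and the miR5015 site of HSP17.4 in 1. In all, limma called 9 of 322 sites, 7 lower and 2 higher, but 1 lower and 5 higher without Recovery replicate 1 and 4 lower and 6 higher without Recovery replicate 3. Rescaled libraries gave 4 called sites, 1 lower and 3 higher, and moved the median site by 0.15 on the log2 scale. The count was 1 without Control replicate 2 or Control replicate 3, 2 without Recovery replicate 2 and 5 without HS replicate 1, and ARF10 passed in every alternative. The heat shock list was higher (fry p = 0.0249), but not with an estimated correlation (camera p = 0.0605), and fry p was 0.0697, 0.0605, 0.0869 and 0.0787 without Control replicate 1, 2, 3 and Recovery replicate 2.

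Between Recovery and HS, heat shock gene signal fell while known targets did not pass a test. HSP17.8 fell from 26.04 ± 11.7 to 1.44 ± 1.17 RPM, a log2 change of −3.46, and HSP17.6A-CI from 9.76 ± 6.59 to 0.0723 ± 0.125 RPM, a log2 change of −3.04. AT4G14270 was listed in no Recovery library, a log2 change of −1.74 (SD, n = 3). These were the 3 sites called by limma. The count was 0 without Recovery replicate 3, 5 without HS replicate 1 and 16 without HS replicate 2, all lower where called. It was 8 without Recovery replicate 1, 3 lower and 5 higher. The heat shock list fell (8 of 9 sites when adjusted over the list alone, fry p = 0.00127, camera p = 0.00817 with an estimated correlation). Among the 15 known sites 10 had a higher log2 value in Recovery and 5 a lower one, 0 passed in limma, and the list did not pass (fry p of 0.215). With rescaled libraries fry gave a p of 0.0382, but camera with an estimated correlation 0.217.

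Photosynthesis genes, with sites listed in 6 of 38 genes, summed to 24.6 ± 7.47 RPM in Control, 13.4 ± 7.34 RPM in HS and 7.85 ± 4.93 RPM in Recovery (SD, n = 3), a difference that did not pass (exact permutation p = 0.0607). These were weak miRNA sites, with a median Allen score of 5.5 and a median fold over local background of 0.167. Of their 41 lines, 0 had the authors' adjusted p under 0.05. LHCB4.1, another antenna protein, had 9.28 ± 3.65, 6.45 ± 4.83 and 3.33 ± 1.64 RPM. PSBQ2, of photosystem II, had 1.61 ± 0.663, 0.389 ± 0.0976 and 0.708 ± 0.431 RPM, and PSAG, of photosystem I, had 0.143 ± 0.248, 0.809 ± 0.191 and 2.15 ± 2.43 RPM in Control, HS and Recovery (SD, n = 3). The 5 sites gave a fry p of 0.298 for HS against Control, 0.0671 for Recovery against Control and 0.455 for Recovery against HS. For Recovery against Control it was 0.0496 without HS replicate 1, 0.0448 without HS replicate 2 and 0.0353 without Recovery replicate 3, but camera p with an estimated correlation was 0.645, 0.491 and 0.482 in these fits. No root marker was listed, and of the small RNA machinery genes only AGO2 and SERRATE (SE), which acts in miRNA processing, were.

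Summed per miRNA family, 12 families were tested. In HS the signal of miR160 fell from 9.47 ± 2.14 to 0.641 ± 0.385 RPM and that of the miR171 family, miR170 included, from 4.96 ± 1.09 to 0.109 ± 0.188 RPM. The families miR167 (2.196 ± 1.51 to 0.109 ± 0.188 RPM) and miR396 (2.66 ± 2.04 to 0.419 ± 0.230 RPM) also fell (SD, n = 3), so that limma called 4 families, all lower. The signal of miR396 is the single GRF3 pair, which did not pass the site test, and this family lost its call in 10 of 14 alternatives. The filter on the authors' adjusted p favours a fall, as the GRF3 and ARF8 pairs met it in Control libraries only. Without it, known pairs alone gave 6 of 9 families, all lower, while all listed pairs gave 2 lower (miR160 and the miR171 family) and 7 higher of 138. In Recovery 5 families fell relative to Control, these 4 and miR403, whose only pair is the AGO2 site (1.78 ± 0.0961 to 0.266 ± 0.294 RPM). The Recovery count was 3 without Control replicate 2 or 3, HS replicate 3, or Recovery replicate 2 or 3. Without the filter on adjusted p, 6 of 9 families of known pairs and 12 of 138 of all listed pairs were called, all lower. Recovery against HS gave 0 families with limma, and 8 of 138, all lower, with all listed pairs. The family miR414, named in 562 lines and in 35 of the 126 with the authors' adjusted p under 0.05, held 3.58 ± 0.812, 4.26 ± 0.501 and 3.28 ± 1.196 RPM in Control, HS and Recovery (SD, n = 3) and was not called.

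To compare which pairs each group held, a pair was counted where 2 of 3 replicates listed it. Control held 221 pairs, HS 170 and Recovery 180, and 40 of the 400 pairs were in all 3 groups. Pairs found in 1 group only numbered 118 in Control, 64 in HS and 87 in Recovery, together 269 (67.2%). Sets that mix the groups also held many such pairs, with a mean of 224 and a range of 174 to 278, and 4 of the 280 splits, the real one included, held as many (exact permutation p = 0.0143). As a percentage, 21 of the 280 splits were as high. With the authors' adjusted p under 0.05, 18 pairs remained, of which 10 were in Control only, 0 in HS only and 2 in Recovery only (exact permutation p = 0.111). Among miRNAs, 73 of 187 (39.0%) were in all 3 groups and 59 (31.6%) in 1 only (exact permutation p = 0.632). Among target transcripts, 41 were in all 3 groups and 269 (66.4%) in 1 only (exact permutation p = 0.00714).

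**Figure D3:**
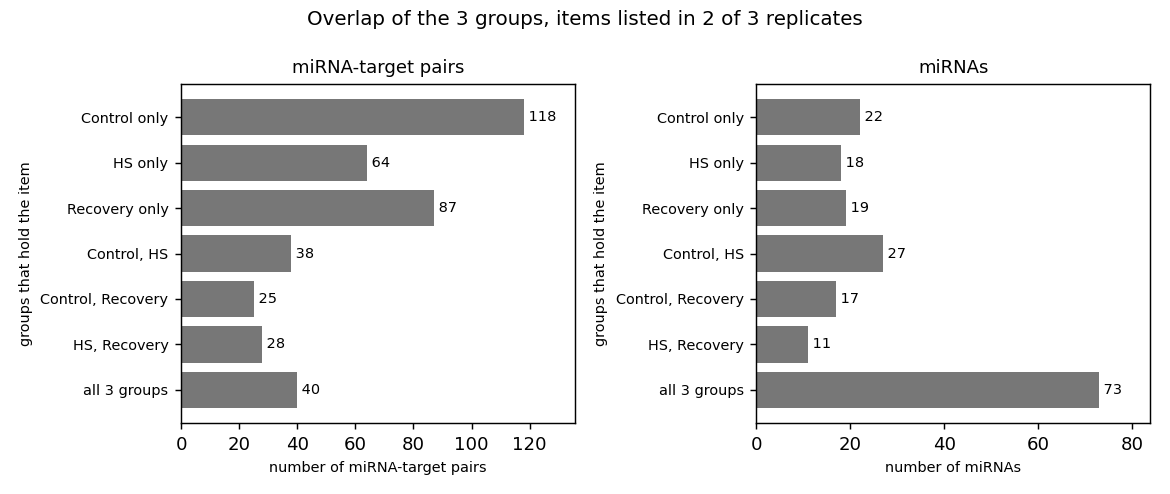
Number of miRNA-target pairs and of miRNAs (horizontal axes) by the groups that hold them (vertical axes), where an item counts in a group if 2 of 3 replicates list it. Of 400 pairs, 269 were in 1 group only and 40 in all 3 groups, while 73 of 187 miRNAs were in all 3 groups.

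The pairs held by all 3 groups with the authors' adjusted p under 0.05 in at least 2 replicates of each were ARF17 with miR160a-5p, AGO2 with miR403-3p, and AT2G24550 with miR414, a miRNA of low complexity (TCATCTTCATCATCATCGTCA) named in 35 of the 126 lines under 0.05. AT2G24550 had 0.872 ± 0.361, 0.853 ± 0.739 and 0.834 ± 0.405 RPM in Control, HS and Recovery (SD, n = 3). Libraries of a group shared more pairs than libraries of different groups, with a mean Jaccard index of 0.183 within and 0.139 between groups, and the difference of 0.0446 gave the smallest exact permutation p that 280 splits allow (0.00357).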

Values the study reported

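The study reported 9,724 genes differentially expressed by RNA-seq in at least 1 comparison, of which 735 were so in all comparisons, and 6,626 in those that involve recovery. Of 68 loci annotated as heat shock proteins or factors, 42 responded to heat. In small RNAs bound to AGO1, 7 miRNAs accumulated differentially, most of them lower in HS than in control. In total RNA only 1 did between HS and control. By gel blot the paper also reports a lower level of miR168 during heat stress. The paper concludes that miRNA levels and their loading into AGO1 did not change dramatically. From its nanoPARE libraries it reports that most miRNA-target signatures were unique to a group, while most miRNAs were found in all treatments. It describes the signatures of target cleavage as only moderately affected by heat stress.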

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

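The alternatives on pairs without miR414, on the share outside heat shock genes and on families without the filter on adjusted p were chosen after seeing the data. No named site, gene list or measure per library that passed its test changed direction. Counts of called sites and families were compared by their total only, and their balance of lower and higher calls did turn in some alternatives, as given above. The median log2 change of the photosynthesis list in Recovery against Control, which did not pass, moved from −0.61 to near 0 with rescaled libraries (fry p of 0.653). Medians of that list that also did not pass turned from −0.73 to 0.05 in HS against Control without HS replicate 2, and from −0.16 to 0.35 in Recovery against HS with rescaled libraries and to 0.02 without HS replicate 1. Summed signal at known targets, the similarity of libraries within groups, and, by fry, the known target lists of HS and of Recovery against Control passed under every alternative run. By camera with an estimated correlation, the known list of Recovery against Control did not pass over sites of authors' adjusted p under 0.05 (camera p of 0.0502). Over all named sites, 282 of the alternative values kept their call and 160 lost it. The 2 count-based tests that had been listed were not run, since 89.2% to 94.1% of values were whole reads. Depth limits single sites, as the median listed site held 1 read.

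For pairs held in 2 of 3 replicates (400, with 269 in 1 group only), the numbers were 18 and 12 with the authors' adjusted p under 0.05, 90 and 61 with an Allen score of at most 4, 71 and 58 with at least 1 RPM, 135 and 98 in 3 of 3 replicates, and 1644 and 1167 in at least 1 replicate. Leaving out a replicate number gave 205 to 263 pairs, 150 to 195 of them in 1 group only, by construction from fewer libraries. Without miR414 they were 324 and 227. The number of pairs per library passed the permutation test with adjusted p under 0.05 (p = 0.0429) and with at least 1 RPM (p = 0.0321). The share of conserved families gave p from 0.0464 to 0.325 without 1 library.

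Called sites of HS against Control numbered 7 with rescaled libraries, 6 with only the 2 groups, 6 with sites in at least 6 libraries and 5 with sites of authors' adjusted p under 0.05, and 5 to 16 without 1 library. Those of Recovery against Control numbered 4 with rescaled libraries, 14 at a pseudocount of 0.25 RPM, 4 with sites in at least 1 library, 19 with sites in at least 6, 3 with sites of adjusted p under 0.05, and 1 to 10 without 1 library. Those of Recovery against HS numbered 5 with sites in at least 1 library, 0 with sites of adjusted p under 0.05 and 0 to 16 without 1 library. The known target list of Recovery against HS passed with rescaled libraries by fry (p of 0.0382) and not by camera with an estimated correlation (p of 0.217). The heat shock list of Recovery against Control gave fry p of 0.00085 to 0.0869 and the photosynthesis list 0.0353 to 0.204 without 1 library. Over all listed pairs whatever their adjusted p, 9, 12 and 8 families were called in HS against Control, Recovery against Control and Recovery against HS, and over known pairs 6, 6 and 0. Families called in Recovery against Control numbered 3 with pairs of adjusted p under 0.05 in that library, 3 at a pseudocount of 0.5 RPM and 3 to 5 without 1 library. Apart from fewer sites or libraries, the cause was not tested.

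Pairing by replicate number stays open, as few reads keep correlations low. Same-numbered libraries correlated at −0.0978 to 0.0991, and 2 of 9 correlated best with their own number. With the replicate number as a block, 14, 11 and 3 sites were called in HS against Control, Recovery against Control and Recovery against HS, the known target list gave fry p of 0.000854, 0.0019 and 0.342, and 3, 5 and 0 families were called.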

Other observations

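The tests of explanations in this part and of other splits of the samples were written down after their results were seen, except the 280-split test of pairs and of summed signal, whose statistic was fixed earlier.

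The site with the highest mean signal lay in ATMG00020, the mitochondrial large ribosomal RNA gene, and was named for miR858a with 29.4 ± 9.002 RPM in Control, 20.7 ± 18.4 RPM in HS and 2.62 ± 0.519 RPM in Recovery (SD, n = 3). It was picked after its values were seen and was not called for Recovery against Control (limma adjusted p = 0.0632). None of its lines had an authors' adjusted p under 0.05.

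The fall of known target ends may reflect less cleavage, less target transcript or faster loss of the cleaved fragments, which the data used here do not separate. Of the RPM outside heat shock genes, known sites held 8.84% in Control, 1.44% in HS and 3.13% in Recovery (exact permutation p = 0.00714). This share cannot exclude a general loss of captured ends, since a site of 1 read can leave a list but hardly fall within it. Strong sites outside known targets also fell in Recovery, LHCB1.3 from 13.2 to 1.195 RPM and TCTP from 8.87 to 1.28 RPM. LHCB4.1 fell less, from 9.28 to 3.33 RPM. In HS these sites held 5.41, 4.43 and 6.45 RPM. Signal outside known targets and heat shock genes was also lower, with a Control mean 1.38 times that of HS and 1.96 times that of Recovery, against 8.26 and 5.61 times for known targets. Lower depth is argued against, since implied totals of HS libraries were 1.19 times those of Control and those of Recovery 1.35 times. Transcript levels were not analysed here and stay open.

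Many pairs in 1 group only could come from sampling few reads, since the median site held 1 read. As the whole cause this is argued against by 4 of 280 splits with as many such pairs, the real one included, where the highest other split held 278, and by the greater similarity of libraries within groups. Other forms of the count went both ways. Pairs with at least 1 RPM, in 3 of 3 replicates or in at least 1 replicate each gave 1 of 280 splits, the real one (exact permutation p = 0.00357). Without miR414 it was 4 of 280. In percent, 21 of 280 splits were as high for the main count and 84 of 280 in 3 of 3 replicates. Among pairs with an Allen score of at most 4, 36 of 280 held as many. Mixed sets still held 224 on average, so a large part of the 269 could arise without a difference between groups. With the authors' adjusted p under 0.05 (12 pairs in 1 group only) the splits did not separate the real grouping.

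Heat shock gene sites in HS lists may be ends of abundant transcripts that fall on weakly matching sites rather than products of miRNA cleavage. In HS libraries their median ratio of site to local background was 0.136, below the 0.803 of other lines and the 1.25 of known targets. HSP90.1 with miR414 is the exception, with an Allen score of 2 and an authors' adjusted p under 0.05 in 3 libraries, 1 of HS and 2 of Recovery. But miR414 (TCATCTTCATCATCATCGTCA) has a low-complexity sequence and was named in 35 of the 126 lines under 0.05, so its pairs may be matches of a repeat. Cleavage at that site stays open.

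For the site calls, 1 of the 10 splits of the 6 libraries gave as many sites in each contrast, the real one. It called 16 sites for HS against Control, 9 for Recovery against Control and 3 for Recovery against HS, and the highest other split called 0 in each. With 10 splits the share cannot fall under 0.1. Every other split mixes the groups, so a difference between groups widens the spread within its sets and lowers its calls by construction.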
